# Niche-mediated BMP/SMAD signaling regulates lung alveolar stem cell proliferation and differentiation

**DOI:** 10.1242/dev.163014

**Published:** 2018-05-11

**Authors:** Mei-I Chung, Melissa Bujnis, Christina E. Barkauskas, Yoshihiko Kobayashi, Brigid L. M. Hogan

**Keywords:** Lung, Alveolar epithelium, AT1, AT2, BMP, Smad1/5/8, Follistatin, Noggin, Regeneration, Compensatory regrowth, Pneumonectomy

## Abstract

The bone morphogenetic protein (BMP) signaling pathway, including antagonists, functions in lung development and regeneration of tracheal epithelium from basal stem cells. Here, we explore its role in the alveolar region, where type 2 epithelial cells (AT2s) and Pdgfrα^+^ type 2-associated stromal cells (TASCs) are components of the stem cell niche. We use organoids and *in vivo* alveolar regrowth after pneumonectomy (PNX) – a process that requires proliferation of AT2s and differentiation into type 1 cells (AT1s). BMP signaling is active in AT2s and TASCs, transiently declines post-PNX in association with upregulation of antagonists, and is restored during differentiation of AT2s to AT1s. In organoids, BMP4 inhibits AT2 proliferation, whereas antagonists (follistatin, noggin) promote AT2 self-renewal at the expense of differentiation. Gain- and loss-of-function genetic manipulation reveals that reduced BMP signaling in AT2s after PNX allows self-renewal but reduces differentiation; conversely, increased BMP signaling promotes AT1 formation. Constitutive BMP signaling in Pdgfrα^+^ cells reduces their AT2 support function, both after PNX and in organoid culture. Our data reveal multiple cell-type-specific roles for BMP signaling during alveolar regeneration.

## Abstract (precis)

**Summary:** Studies using alveolar organoids and *in vivo* alveolar regrowth post-pneumonectomy establish many dynamic and cell-type-specific roles for BMP signaling in regulating adult alveolar regeneration.

## INTRODUCTION

The lung is a complex organ comprising a highly branched system of air-conducting tubes terminating in millions of air-exchanging units called alveoli. The alveolar epithelium is composed of two distinct cell types: type 1 and type 2 cells. Type 1 alveolar epithelial cells (AT1s) are very large, thin squamous cells that cover about 95% of the internal surface of the lung and are important for gas exchange between the air and blood in the capillaries. Type 2 alveolar epithelial cells (AT2s) are cuboidal and characterized by the production and secretion of pulmonary surfactant, preventing lung collapse during exhalation.

At steady state, alveolar cell turnover is low. However, efficient repair and regeneration has been reported following cellular damage or increased functional demand, both in animal models (see below) and humans (Butler et al., 2012; Kumar et al., 2011; Toufen et al., 2011). Adult AT2s, as a population, have been recognized as alveolar stem/progenitor cells capable of both self-renewal and differentiation into AT1s (Barkauskas et al., 2013; Desai et al., 2014; Evans et al., 1973; Hogan et al., 2014; Kapanci et al., 1969; Rock et al., 2011). The microenvironment in which AT2s reside encompasses a number of different cell types, including AT1s, Pdgfrα^+^ and Pdgfrβ^+^ stromal cells, endothelial cells, and immune cells. A number of studies have explored roles for these different components in models of lung repair and regeneration (Barkauskas et al., 2013; Chen et al., 2012; Ding et al., 2011; Jain et al., 2015a; Lechner et al., 2017; Lee et al., 2014; Liu et al., 2015, 2016; Nabhan et al., 2018; Rafii et al., 2015; Zacharias et al., 2018; Zepp et al., 2017). One such model is alveolar regrowth after pneumonectomy (PNX): the surgical removal of one or more lung lobes. This procedure, in different species, leads to compensatory regrowth of the remaining lung tissue, with formation of new blood vessels, epithelial and mesenchymal cells, and alveolar septa in order to restore alveolar number and surface area. In murine lungs, regrowth is achieved by 21 days after surgery, with the peak of AT2 proliferation occurring at around 7 days (Buhain and Brody, 1973; Butler et al., 2012; Green et al., 2016; Hsia et al., 1994; Thane et al., 2014).

So far, several factors and signaling pathways have been identified that promote the proliferation of AT2s after PNX. These include mechanical tension-induced YAP activation, EGF-related peptides released from the extracellular matrix by metalloproteinases secreted by endothelial cells in response to platelet-derived SDF1 signaling, and paracrine signals from activated macrophages (Ding et al., 2011; Lechner et al., 2017; Liu et al., 2016; Rafii et al., 2015). Compensatory regrowth involves not only increased proliferation of AT2s but also formation of new AT1s to restore alveolar surface area and pulmonary function. This conclusion is supported by the fact that a reduction in both AT2 proliferation and AT2 to AT1 differentiation is associated with impaired compensatory regrowth in the absence of YAP or activated macrophages (Lechner et al., 2017; Liu et al., 2016). One outstanding issue relevant to the biology of alveolar regrowth is the identity of all of the niche factors that promote AT2 cell proliferation and differentiation, and the cells producing and receiving them.

Here, we use both 3D organoid culture and *in vivo* studies to examine the role of BMP signaling in the AT2 stem cell niche. We find that post-PNX, Smad-dependent BMP signaling is transiently reduced in both AT2s and the Pdgfrα^+^ cells adjacent to them [referred to here as TASCs (type 2-associated stromal cells)]. This modulation involves changes in both BMP receptor levels and the upregulation of genes encoding BMP antagonists. Gain- and loss-of-function genetic manipulation *in vivo* reveals that loss of BMP signaling in AT2s after PNX allows their self-renewal but significantly reduces their ability to give rise to AT1s; conversely, increased BMP signaling promotes AT1 differentiation. Focusing on the contribution of the stroma to AT2 behavior, we provide evidence that they are a source of BMP antagonists and that constitutive BMP signaling in Pdgfrα^+^ fibroblasts reduces the ability of these cells to support AT2 proliferation, both *in vivo* and *in vitro*. Taken together, our studies thus establish multiple, dynamic, cell-type-specific roles for BMP signaling in regulating adult alveolar regeneration.

## RESULTS

### Dynamic BMP signaling in the AT2 niche during alveolar regrowth *in vivo*

To explore whether BMP signaling plays a role in regulating lung alveolar regrowth after PNX, we examined canonical BMP signaling before and after removing the left lobe. At steady state, immunofluorescence analysis for phospho-Smad1/5/8 (pSmad1/5/8) shows that BMP signaling is active in many alveolar cells, including AT2s (77.9±0.8% of SFTPC^+^ cells) and Pdgfrα-H2B:GFP^+^ TASCs adjacent to them (66.9±2.1%) (Fig. 1A). Confocal microscopy shows that these TASCs have a characteristic morphology, with long cellular extensions (Fig. S1 and Movie 1). pSmad1/5/8 expression was also seen in AT1s (85.0±1.5% of HOPX^+^ cells), endomucin^+^ endothelial cells (64.5±0.9%) and Pdgfrb^+^ alveolar stromal cells (46.2±0.9%) (Fig. S2).

**Fig. 1.**
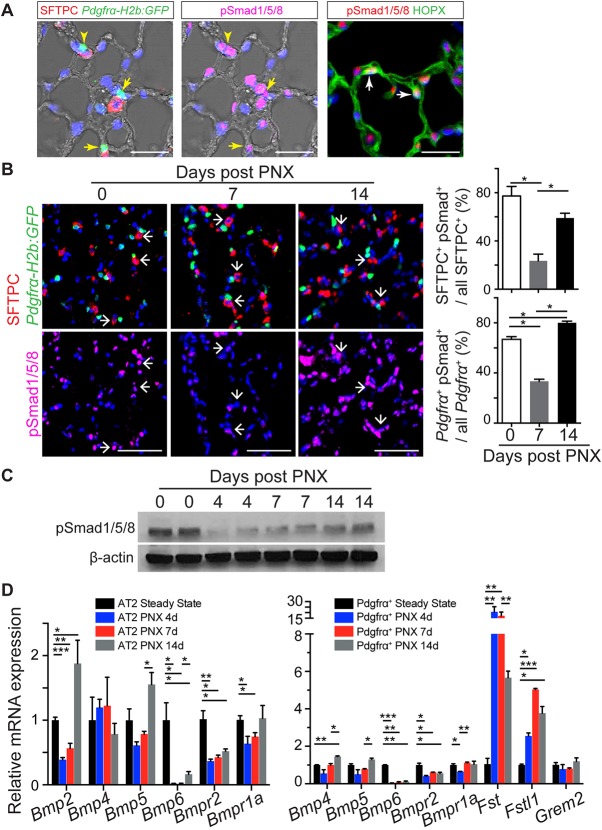
**Dynamic BMP signaling in the AT2 niche during alveolar regrowth *in vivo*.** (A) Expression of phospho-Smad1/5/8 (pSmad1/5/8), SFTPC, Pdgfrα-H2b:GFP and HOPX in the alveolar region of the adult mouse lung, as revealed by immunofluorescence and confocal microscopy. Left: SFTPC, H2b:GFP and nuclei (DAPI). Middle: same field of view, exposed to show pSmad1/5/8 and DAPI. Yellow arrows indicate Pdgfrα^+^ cells that are pSmad1/5/8^+^, while the yellow arrowheads indicate a Pdgfrα^+^ cell that is pSmad1/5/8^−^. Right: HOPX is both cytoplasmic and nuclear. White arrows indicate pSmad1/5/8^+^ AT1s. Scale bars: 20 μm. (B) Expression of pSmad1/5/8 (magenta) in SFTPC^+^ cells (red) and Pdgfrα-H2b:GFP^+^ cells in the alveolar region at steady state and 7 and 14 days after PNX. Arrows indicate AT2s adjacent to Pdgfrα^+^ TASCs. Scale bars: 50 μm. (C) pSmad1/5/8 levels in extracts of lungs after PNX. β-Actin is loading control. (D) qRT-PCR for transcripts of BMP signaling genes in lineage-labeled AT2s (left) and Pdgfrα-H2b:GFP stromal cells (right) at steady state and at times after PNX. The mRNA expression levels of PNX samples were normalized to steady state. Data are mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001.

At 7 days post-PNX, around the peak of AT2 proliferation (Brody et al., 1978; Ding et al., 2011), the number of pSmad1/5/8^+^ AT2s was significantly reduced (Fig. 1B). However, by 2 weeks post-PNX, when proliferation is minimal and AT2s are robustly differentiating into AT1s (see Fig. 5 and Fig. S3), the proportion of pSmad1/5/8^+^ AT2s has returned closer to steady state levels (Fig. 1B). A similar result was seen in Pdgfrα^+^ TASCs in which the level of pSmad1/5/8^+^ expression was reduced on day 7 and restored on day 14 (Fig. 1B). A small reduction in pSmad1/5/8 was also seen in endomucin^+^ endothelial cells but no significant change was observed in either Pdgfrb^+^ stromal cells or AT1 cells (Fig. S2). The dynamic change in overall BMP signaling was confirmed using western blot analysis of pSmad1/5/8 levels in whole-lung lysates (Fig. 1C).

To better understand the mechanisms underlying the transient change in BMP signaling, qPCR analysis was used to follow the differential expression of pathway components, including ligands, receptors and antagonists. As shown in Fig. 1D, the expression of *Bmp6* and *Bmpr2* was significantly reduced in AT2s on days 4, 7 and 14 post-PNX, while *Bmp2* and *Bmpr1a* levels were reduced on days 4 and 7. A similar trend was also seen in the expression of *Bmp6* and *Bmpr2* in Pdgfrα^+^ cells. Significantly, transcripts encoding BMP antagonists, including follistatin (*Fst*) and follistatin-like 1 (*Fstl1*), were strongly upregulated in Pdgfrα^+^ cells. Some increase in the low levels of *Grem1* transcripts was detected (Fig. S2) but there was no apparent change in the expression of *Grem2* (which encodes an antagonist implicated by others in promoting AT2 growth (Zepp et al., 2017) (Fig. 1D).

### Pharmacological modulation of BMP signaling alters AT2 proliferation and differentiation in 3D organoid cultures

The transient downregulation of BMP signaling in AT2s early in the regeneration process suggests that the pathway regulates either the proliferation or differentiation of AT2s, or both. To explore these possibilities, we used an ‘alveolosphere’ organoid assay (Barkauskas et al., 2013) in which AT2s, lineage labeled using *Sftpc-CreER^T2^; Rosa26-tdTomato* alleles, are co-cultured in 3D with *Pdgfrα-H2b:GFP^+^* stromal cells, with or without recombinant BMP ligands or antagonists in the medium. We then determined the colony-forming efficiency (CFE) on day 14 post culture by counting the number of spheres >45 μm in diameter (Barkauskas et al., 2013). We observed a significant decrease in CFE in the presence of 20-50 ng/ml BMP4 (Fig. 2A) and a similar effect was seen with BMP2 (Fig. S4). By contrast, there was no significant effect with either BMP5 or BMP6 (Fig. S4A). At both day 7 and 14, the colonies incubated with 50 ng/ml BMP4 were much smaller than controls (Fig. 2A,B). EdU incorporation during a short pulse (2 h before harvest) on day 7 showed that AT2 proliferation is significantly reduced (50%) in the presence of BMP4 compared with controls (Fig. 2B).

**Fig. 2.**
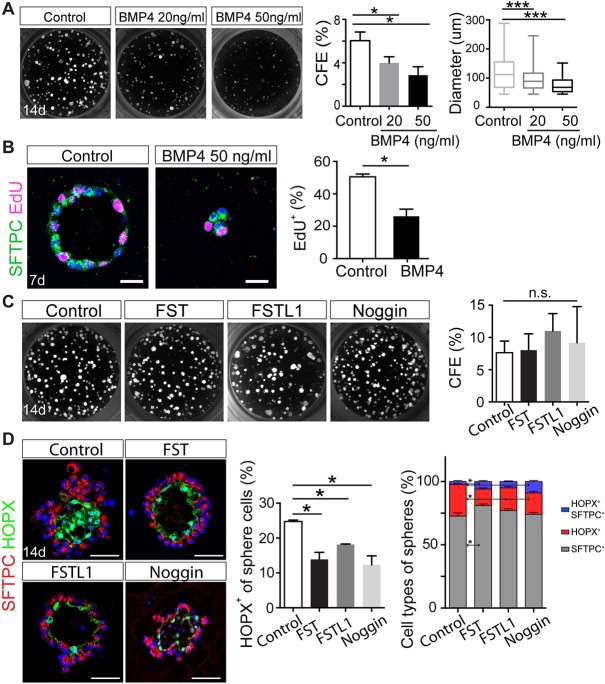
**Effect of BMP ligands and antagonists on AT2 cell proliferation and differentiation in 3D organoid culture.** (A) Left three panels: typical day 14 alveolosphere cultures, with and without BMP4. Graphs quantitate the effect of BMP4 on CFE and organoid size. (B) Effect of 50 ng/ml BMP4 on proliferation of SFTPC^+^ cells in spheres at 7 days, as judged by incorporation of EdU over a 2 h period. Scale bars: 20 μm. (C) Day 14 spheres cultured with BMP antagonists FST and FSTL1 (500 ng/ml) and Noggin (1 μg/ml). No significant difference in CFE was seen. (D) Immunofluorescence analysis of SFTPC^+^ (AT2s) and HOPX^+^ (AT1s) revealed a reduction in AT2 to AT1 differentiation in spheres exposed to different BMP antagonists for 14 days. Left graph shows the percentage of total cells in multiple spheres that are HOPX^+^. Right graph shows the percentage of total cells that are SFTPC^+^, HOPX^+^, and SFTPC^+^ HOPX^+^, as judged by immunofluorescence of sections. For all experiments, *n*=3 animals. Data are mean±s.e.m. *P<0.05, ***P<0.001; n.s., not significant. Scale bars: 50 μm.

Our expression studies indicated that genes encoding the BMP antagonists *Fst* and *Fstl1* are dynamically expressed in regenerating alveolar niche cells. We therefore tested the effect of BMP antagonists in the alveolar organoid system. Analysis of cultures at day 14 indicated no apparent difference in CFE and organoid size (diameter) after treatment with FST, FSTL1 and NOGGIN, compared with controls (Fig. 2C). However, immunohistochemistry of histological sections clearly showed that all three antagonists gave a ∼50% reduction in the percentage of tdTomato^+^ lineage-labeled cells that are HOPX^+^ AT1s (Fig. 2D).

In the course of these studies, we observed that within 2 days of lineage-labeled AT2s being placed in the organoid culture system, the cells co-express both the AT2 marker SFTPC and the AT1 marker AGER (advanced glycosylation end product-specific receptor). AGER was assayed by both immunohistochemistry and by expression of a new *Ager-H2b:Venus* knock-in allele (Fig. S8). Most of the cells remain dual positive at day 7. By day 14, however, AGER^+^ cells, that are also HOPX^+^, are predominantly found in the interior of the spheres with the characteristic elongated morphology of AT1s. By contrast, cuboidal SFTPC^+^ cells are found towards the outside. At day 14, only a small proportion (about 2.6%±0.6%) of the total cells in control spheres are dual positive. By contrast, in the organoids treated with the BMP antagonist FST, not only is the proportion of SFTPC^+^ AT2s increased relative to controls but so too is the proportion of dual positive cells: to 5.5±0.9% of the total (Fig. 2D).

Taken together, our results suggest that in the organoid assay excess BMP ligand negatively regulates AT2 proliferation. By contrast, inhibiting the BMP signaling pathway reduces the differentiation of AT2s to AT1s.

### Enhanced BMPR1a-dependent signaling increases differentiation of AT2s to AT1s in organoids, upregulates AT1 genes and reduces trophic activity of Pdgfrα^+^ fibroblasts

As both AT2 and Pdgfrα^+^ stromal cells express Bmp receptors (Fig. 1D), each cell type has the potential to be affected by exogenous BMP ligands and antagonists in the organoid assay. We therefore used genetic strategies to determine the effect of upregulating or inhibiting BMP signaling in each cell population separately (Fig. 3A). To constitutively activate BMPR1a-dependent signaling in AT2s and to simultaneously lineage trace them, we generated mice with the genotype *Sftpc-CreER^T2^*; *Rosa26-tdTm*/*Rosa26-caBmpr1a* and exposed them to tamoxifen (Tmx). Enhanced BMP signaling in the AT2 population (hereafter AT2^CAB^) was confirmed by qPCR analysis, which indicated significantly increased transcripts of BMP downstream genes, including *Id1*, *Id2* and *Smad6*, compared with control AT2^CTRL^ isolated from mice lacking the *Rosa26-caBmpr1a* allele (Fig. S5A). When AT2^CAB^ were co-cultured with wild-type Pdgfrα^+^ cells, CFE was reduced at 14 days compared with controls (Fig. 3B). It was noted that AT2^CAB^ gave rise to two populations of alveolospheres based on sphere diameters (Fig. 3B). Analysis of pSmad1/5/8 expression suggested that the larger colonies are derived from AT2s that had recombined the *Rosa26-tdTm* but not the *Rosa26-caBmpr1a* allele (Fig. S5D). Significantly, immunofluorescence analysis of the AT2^CAB^ organoids found to have high pSmad1/5/8 signals revealed a 1.5-fold increase in AT1 differentiation compared with AT2^CTRL^ (Fig. 3B and Fig. S5D). To complement these results, we performed RNA sequencing analysis on AT2^CAB^ cells isolated by FACS. 

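AT2 CTRL and AT2 CAB cells carrying the lineage label were sorted by FACS, and poly(A) RNA from 3 mice of each genotype was sequenced as paired reads. AT2 CAB cells carry the *Rosa26-caBmpr1a* allele, which encodes a constitutively active form of the type I BMP receptor BMPR1a and is switched on by tamoxifen through *Sftpc-CreER T2*. AT2 CTRL cells came from mice without that allele. From its organoids, the paper proposes that some labeled AT2 CAB cells had not recombined the *Rosa26-caBmpr1a* allele. Their share in the sequenced libraries was not measured here. By the sample labels, 1 mouse of each group was 16 weeks old and the other 2 were 12 weeks old. The paper's methods describe trimming of poly(A/T) tails and adaptors, alignment to the mm10 genome with Hisat2, removal of duplicate reads and counting on genes with featureCounts. The authors deposited the resulting counts for 24421 genes, without normalization. The methods state that fragments were counted. Even numbers made up from 56.9% to 60.8% of the counts between 1 and 20 in each library, and the header of the deposited table holds no option for counting read pairs, so the values are treated here as counts of reads. Strand was not used in the counting, and reads on overlapping genes were left out. The total was 22909120, 24490233 and 27915100 counts in AT2 CTRL replicates 1, 2 and 3, and 21554249, 24716504 and 28440227 counts in AT2 CAB replicates 1, 2 and 3. The methods give a depth of 24000000 reads for each sample. The smallest share that these depths can show, 3 counts, corresponds to between 0.105 and 0.139 CPM (counts scaled to a common library total), which covers counting error only.

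Counts were scaled by edgeR's TMM method, and the 16723 genes that passed its expression filter were tested. *Bmpr1a*, on chromosome 14 of mm10 from 34411068 to 34502546, had 105.4, 129.9 and 124.7 CPM in the 3 AT2 CTRL libraries and 131.1, 128.4 and 96.8 CPM in the 3 AT2 CAB libraries. Its log2 fold change was -0.015 (standard error 0.15, adjusted p = 0.983 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Libraries with the same replicate number come from different mice. The correlation of their deviations from the group means across genes was -0.24, 0.20 and -0.53 for replicates 1, 2 and 3, with a mean of -0.19. This mean does not point to a pairing, and with the block the common dispersion rose from 0.0787 to 0.104. Results with the replicate number as a block, an alternative set before the data were examined, are still given beside those without it. This covers the numbers of genes, the lists of AT1 and AT2 markers and of BMP, TGFβ and WNT targets, and most of the genes named. AT2 CTRL replicate 1 and AT2 CAB replicate 3 had 171.8 and 158.0 CPM on the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, against 0 in the other 4 libraries, and the first principal component (49.3% of the variance) set these 2 libraries apart. Values within the other 4 libraries are therefore printed beside the pooled ones for the same results. Further on, they are called libraries without reads on Y-linked genes, which refers to the 4 genes named above. Over all Y-linked genes of the count table they had 313, 33, 39 and 111 counts, against 4286 and 5156 in the 2 libraries set apart. For *Bmpr1a* the log2 fold change was -0.022 with the block and 0.061 in the 4 libraries.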

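With an adjusted p under 0.05 and a fold change over 2, 38 genes were higher and 2 genes were lower in AT2 CAB than in AT2 CTRL cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 libraries per group). For all 40 of these genes, the 3 AT2 CAB values lay on one side of the 3 AT2 CTRL values. With the replicate number as a block, 36 genes were higher and 5 were lower, and 28 of the 38 and 1 of the 2 were called again. Among the 4 libraries without reads on Y-linked genes, 48 were higher and 8 were lower, while the remaining pair has 1 library of each group and could not be tested. DESeq2, the package named in the methods, called 119 genes higher and 25 lower at the same thresholds with its default settings, including all 40 genes above. The fold change alone, without a p-value, moved the numbers most, to 710 higher and 85 lower.

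Among the genes called higher were BMP targets. *Id1* rose from 19.5 ± 1.17 to 237 ± 152.9 CPM (SD, n = 3), and *Id3* from 13.5 ± 2.19 to 324 ± 195 CPM. The log2 fold change was 3.61 for *Id1* (standard error 0.42, adjusted p = 0.0172 from edgeR's test) and 4.58 for *Id3* (standard error 0.43, adjusted p = 0.00758 from edgeR's test). *Smad9*, *Atoh8* and *Smad6* had log2 fold changes of 3.37, 4.10 and 1.27, with adjusted p-values of 0.00289, 0.00289 and 0.0431 from the same test. Over a list of BMP targets written before the data were examined, all 10 tested genes were higher, with a mean log2 fold change of 2.15. The adjusted p was 7.8e-46 from edgeR's camera test with a fixed correlation of 0.01 between genes, and 4.35e-61 with the replicate number as a block. With the correlation estimated from the libraries, the adjusted p of camera was 0.0338. In the 4 libraries without reads on Y-linked genes the mean of this list was 1.89 (adjusted p = 8.46e-58 from camera). The largest log2 fold changes were those of *Tcerg1l* (7.37), *Fam19a4*, *Cacna1g* (5.80), *Susd2* (4.81), *Tmem91* (4.35), *Tmem54* (3.87) and *Ihh* (3.69), together with *Id3*, *Atoh8* and *Id1*. *Fam19a4* had 0, 0 and 3 counts in the AT2 CTRL libraries and was at least 37.2-fold higher in AT2 CAB by the group mean. That mean leans on replicate 2, with 2.29, 8.15 and 3.58 CPM in AT2 CAB replicates 1, 2 and 3. *Tcerg1l* had 0, 4 and 1 counts in the AT2 CTRL libraries. The genes called lower were *Rerg*, whose log2 fold change was -1.25 (adjusted p = 0.0116 from edgeR's test), and *Atp6v0a4*, with -1.18 (adjusted p = 0.0393 from edgeR's test). With the replicate number as a block, the log2 fold change was 3.41 for *Id1* and 4.42 for *Id3*, and in the 4 libraries without reads on Y-linked genes 2.95 and 4.03. *Fam19a4*, *Tmem91* and *Atp6v0a4* no longer passed with the block (adjusted p = 0.0863, 0.0716 and 0.106 from edgeR's test), while the other genes named in this paragraph did. In the 4 libraries all of them passed an adjusted p of 0.05 in edgeR's test, with a log2 fold change of -0.99 for *Atp6v0a4*. With 3 libraries against 3, an exact permutation test of a single gene (two-sided) cannot give a p below 0.1.

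**Figure D1:**
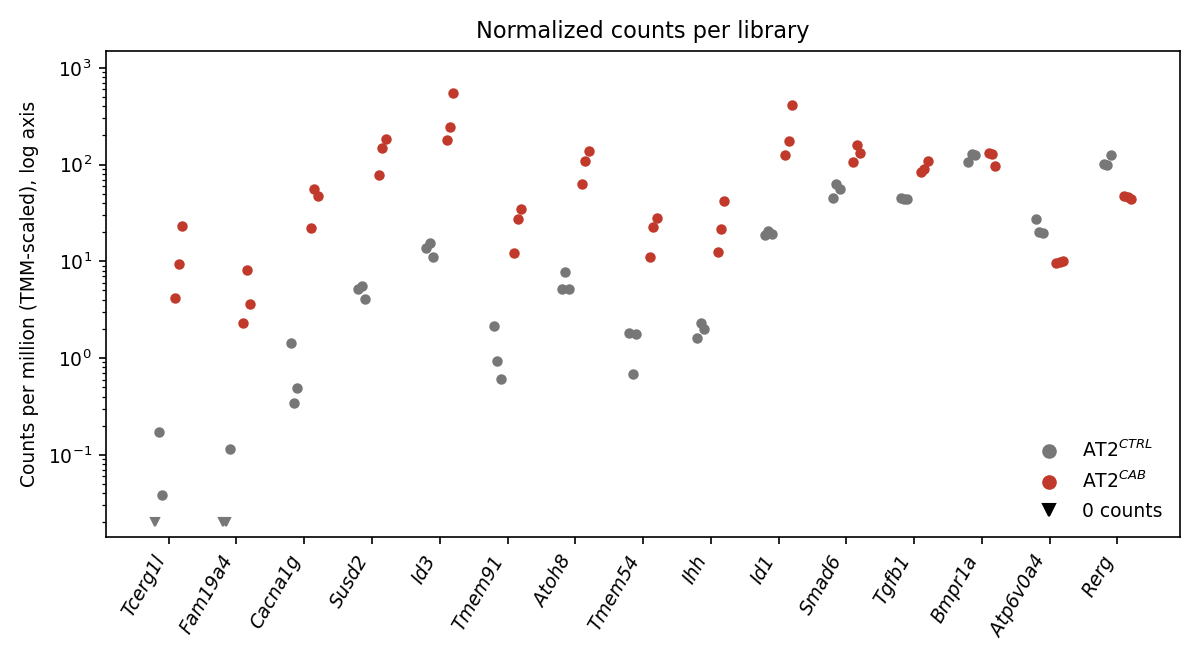
CPM of each library (TMM-scaled, log axis) for the genes with the largest changes and for Smad6, Tgfb1 and Bmpr1a, with AT2CTRL in grey and AT2CAB in red. Each point is 1 mouse, and triangles mark libraries with 0 counts; the groups are apart for each gene drawn except Bmpr1a.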

As shown in Fig. S6, we found that 119 genes were upregulated more than twofold compared with AT2^CTRL^. Of these genes, 10% are normally preferentially expressed in AT1 cells (Wang et al., 2018; www.lungmap.net). 

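The lists of AT1 and AT2 genes cited by the paper were not used here. A list of 30 AT1 marker genes was written by hand before the data were examined, and all 30 were tested. None of them was among the 38 genes called higher (0% against 0.179% of all genes tested, Fisher's exact test, two-sided, p = 1), none was among the 2 called lower, and at an unadjusted p under 0.05 there were 4 higher and 2 lower members (*Aqp5* and *Cyp2b10*, singled out after their values were seen). The list holds only 30 of 16723 genes, so finding none among 38 calls is likely in any case and cannot decide. For 2 members the 3 AT2 CAB values were all above the 3 AT2 CTRL values, and for 2 all below. Adjusted over the list alone, 0 passed as well. As a group, 23 of the 30 genes were higher in AT2 CAB, with a mean log2 fold change of 0.23. This shift relative to the other genes had an adjusted p of 0.0057 in edgeR's camera test, which takes a fixed correlation of 0.01 between genes. With the correlation estimated from the libraries, the adjusted p of camera was 0.525. With the replicate number as a block, the mean log2 fold change was 0.23 (adjusted p = 0.000848 from camera), and in the 4 libraries without reads on Y-linked genes it was 0.29 (adjusted p = 0.000248 from camera). *Hopx* had a log2 fold change of 0.39 (standard error 0.33, adjusted p = 0.725 from edgeR's test) and *Ager* of -0.019 (standard error 0.20, adjusted p = 0.983 from edgeR's test), and the sign for *Ager* changed with the normalization. With the block they were at 0.36 and 0.013, and in the 4 libraries at 0.53 and 0.24. *Gramd2*, singled out after its value was seen, had the largest rise of the list, with a log2 fold change of 1.37 (adjusted p = 0.26 from edgeR's test), while *Cyp2b10* had -1.42 (adjusted p = 0.232 from edgeR's test). *Gramd2* was the 1 member of the list among the 119 genes called higher by DESeq2 (0.84%, Fisher's exact test, two-sided, p = 0.149, and 0.231 against only the genes given an adjusted p, a background chosen after seeing the data), and *Cyp2b10* the 1 member among the 25 called lower. Short of the fold threshold, DESeq2 also had *Krt7* (0.95) as higher (adjusted p = 0.0149 from DESeq2). With a covariate for reads on Y-linked genes, chosen after seeing the data, *Gramd2* (1.26) and *Krt7* (0.90) passed as higher and *Cyp2b10* (-1.33) as lower (adjusted p = 0.0469, 0.0392 and 0.0462 from edgeR's test), where *Krt7* too was singled out after its value was seen.

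**Figure D2:**
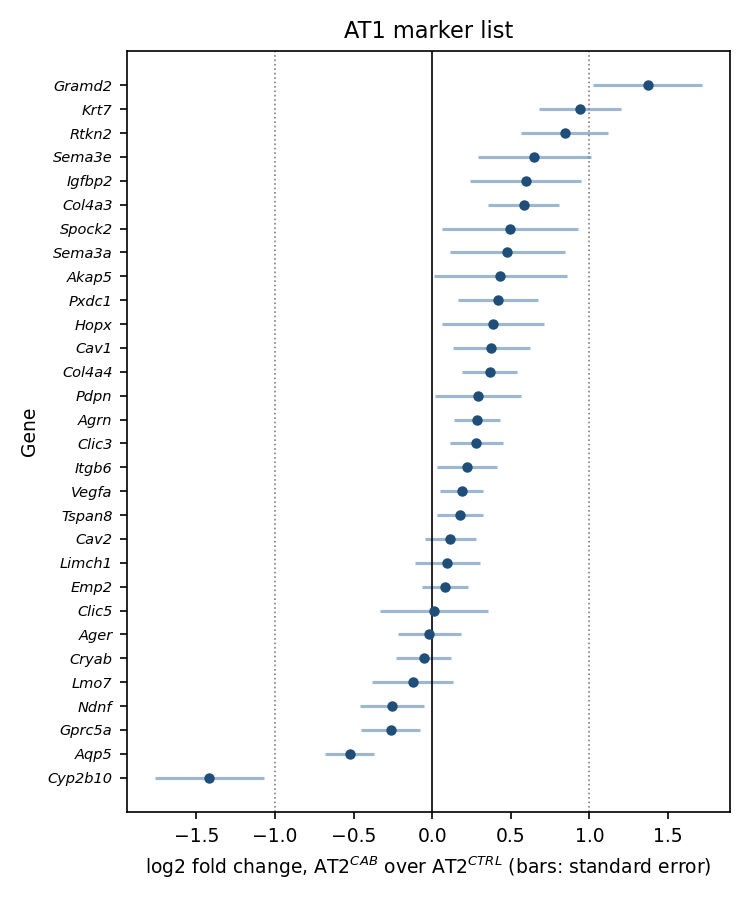
The log2 fold change of each of the 30 genes of the AT1 marker list (points) with its standard error (bars), AT2CAB over AT2CTRL, with dotted lines at a fold change of 2. Of the 30 genes, 23 lie to the right of 0 and 7 to the left.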

Of the 25 genes downregulated more than twofold in AT2^CAB^ cells, 28% are preferentially expressed in AT2 cells (Fig. S6).

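On a list of 30 AT2 marker genes, also written by hand before the data were examined, 21 genes were lower in AT2 CAB and 9 were higher. Neither of the 2 genes called lower was on the list (Fisher's exact test, two-sided, p = 1). Only 2 genes were called, so this outcome is likely in any case and cannot decide. With a covariate for reads on Y-linked genes, chosen after seeing the data, *Cxcl15* (-1.10), *Acoxl* (-1.10) and *Lyz2* (-1.15), singled out after their values were seen, passed as lower more than 2-fold (adjusted p = 0.0395, 0.0322 and 0.0462 from edgeR's test). They were 8.82% of the 34 genes then called lower (Fisher's exact test, two-sided, p = 3e-05). Without the fold threshold, *Il33* (-0.77) also passed as lower in that fit and *Egfl6* (0.72) as higher. Their adjusted p was 0.00867 and 0.0298 from edgeR's test, and both were singled out after their values were seen. At an unadjusted p under 0.05, 12 members were lower and 1 was higher, and for 14 members the 3 AT2 CAB values were all below the 3 AT2 CTRL values, where chance gives 10% of genes over both directions. Adjusted over the list alone, 0 were lower and 1 was higher. The mean log2 fold change of the list was -0.32 (adjusted p = 6.01e-06 from camera with its fixed correlation and 0.381 with the estimated one). It was -0.34 with the replicate number as a block (adjusted p = 3.28e-06 from camera) and -0.19 in the 4 libraries without reads on Y-linked genes (adjusted p = 5.01e-07 from camera). *Sftpc* was at 48764 ± 9845 CPM in AT2 CTRL and 43992 ± 1342 in AT2 CAB cells (SD, n = 3), a difference within the spread between libraries (log2 fold change -0.15, -0.13 with the block and 0.039 in the 4 libraries). *Lamp3* fell from 3351 ± 413 to 2325 ± 508 CPM, a log2 fold change of -0.53 (standard error 0.20, adjusted p = 0.461 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with -0.54 under the block and -0.44 in the 4 libraries. *Lyz2* (singled out after its value was seen), whose reads the counting could have split with its paralog *Lyz1*, had a log2 fold change of -1.09 (adjusted p = 0.273 from the same test). It was the 1 member among the 25 genes called lower by DESeq2 (4%, Fisher's exact test, two-sided, p = 0.0332 against 22262 genes, and 0.0535 against the 13672 given an adjusted p by DESeq2, a background chosen after seeing the data). Short of the fold threshold, DESeq2 also had *Sftpd* (-0.70), *Cxcl15* (-0.995) and *Acoxl* (-0.997) as lower and *Egfl6* (0.72) as higher. Their adjusted p from DESeq2 was 0.00938, 0.0371, 0.0375 and 0.00286, and all were singled out after their values were seen. The paper sets the shares of AT1 and AT2 genes (Fig. S6) beside its organoid results, and in the heading of the section it states that enhanced BMPR1a-dependent signaling upregulates AT1 genes.

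**Figure D3:**
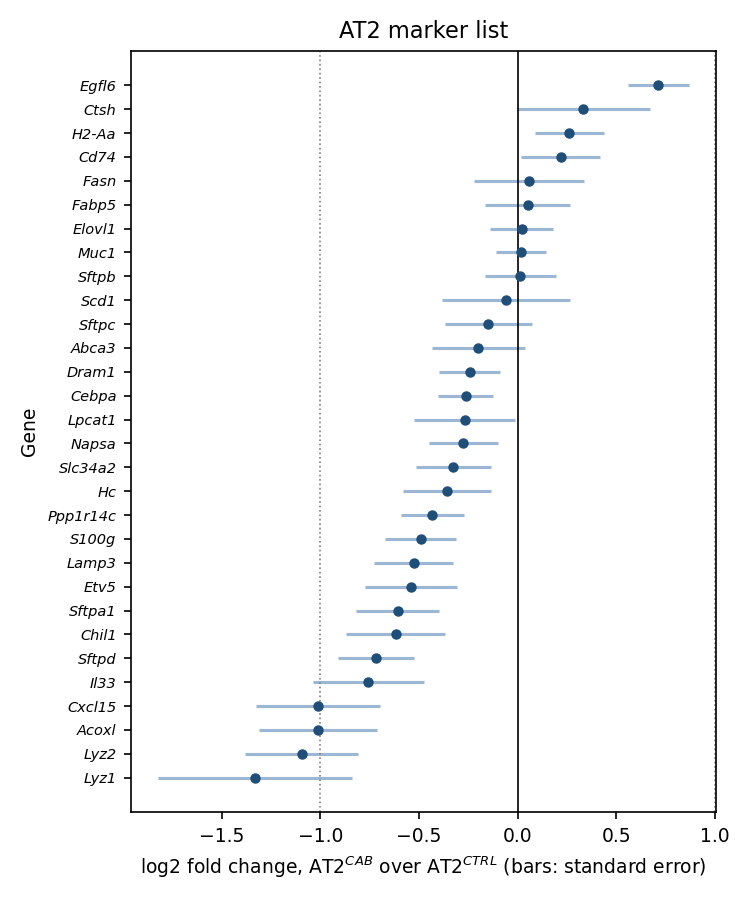
The log2 fold change of each of the 30 genes of the AT2 marker list (points) with its standard error (bars), AT2CAB over AT2CTRL, with dotted lines at a fold change of 2. Of the 30 genes, 21 lie to the left of 0 and 9 to the right.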

**Fig. 3.**
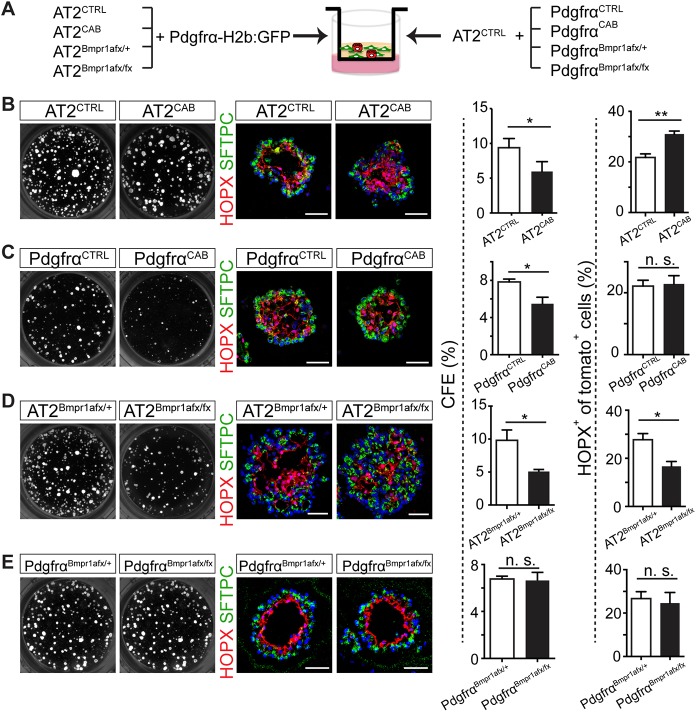
**Effect of BMP pathway activation or inhibition in AT2 or Pdgfrα^+^ cells on AT2 cell behavior in organoid assays.** (A) Schematic of experiments designed to co-culture different classes of AT2s and Pdgfrα^+^ cells in organoid assays. Most cells were also lineage labeled using Rosa26-tdTomato. (B-E) Left: typical organoid cultures and sections immunostained for SFTPC (green) and HOPX (red). Right: quantification of CFEs and percentage of total cells that are HOPX^+^. (B) Constitutively active BMP signaling in AT2s results in lower CFE and enhanced AT1 differentiation. (C) Constitutively active BMP signaling in Pdgfrα^+^ cells reduces CFE but has no effect on AT1 differentiation. (D) Conditional deletion of *Bmpr1a* in AT2s results in reduced CFE and attenuated AT1 differentiation. (E) Conditional deletion of *Bmpr1a* in Pdgfrα^+^ cells has no effects on CFE or differentiation. For all experiments, *n*=3 animals. Data are mean±s.e.m. *P<0.05, **P<0.01; n.s., not significant. Scale bars: 50 μm.

The organoid experiments suggest that upregulation of BMP signaling specifically in AT2s leads to a reduction in both CFE and colony size. However, the values are still higher than in the organoids treated with the highest dose of BMP4 ligand (Fig. 2A). One explanation for this result is that BMP ligand also acts directly on Pdgfrα^+^ stromal cells, reducing their ability to act as trophic support for AT2s. We tested this hypothesis by generating *Pdgfrα-CreER*^*T2*^; *Rosa26-tdTomato/Rosa26-caBmpr1a* mice (hereafter Pdgfrα^CAB^), treating them with Tmx, isolating lineage-labeled Pdgfrα^+^ cells and using them in co-culture assays. As shown in Fig. 3C, the Pdgfrα^CAB^ stromal cells were much less efficient than Pdgfrα^CTRL^ cells in supporting CFE of wild-type AT2s. However, the relative proportion of AT1s to AT2s in the organoids supported by Pdgfrα^CTRL^ or Pdgfrα^CAB^ was the same, as analyzed by SFTPC and HOPX expression (Fig. 3C). Taken together, these results indicate that enhanced BMP signaling can function independently in both AT2s and stromal cells, with the combined effect in organoid assays of reducing the self-renewal of AT2 cells and promoting AT1 differentiation.

### Cell type-specific deletion of *Bmpr1a* reduces differentiation of AT2s to AT1s in the organoid assay

To test the effect of loss of BMPR1a-mediated signaling in AT2s, we isolated lineage-labeled AT2s from *Sftpc-CreER^T2^; Rosa26-tdTomato; Bmpr1a^fx/fx^* mice treated with Tmx (hereafter referred to as AT2^Bmpr1afx/fx^) and co-cultured them with wild-type Pdgfrα^+^ cells. Control studies confirmed that AT2^Bmpr1afx/fx^ cells as a population have reduced expression of transcripts for *Bmpr1a* and downstream target genes (Fig. S5B). As shown in Fig. 3D, reduced signaling through BMPR1a receptor decreased the CFE of AT2^Bmpr1afx/fx^ cells, compared with control AT2^Bmpr1afx/+^ cells, and resulted in attenuated AT1 differentiation. By contrast, when *Bmpr1a* was deleted in Pdgfrα^+^ cells, we observed no difference in either CFE or AT1 differentiation (Fig. 3E).

Together, our data show that either an increase or a decrease in BMP signaling in AT2s results in reduced self-renewal, suggesting that only a narrow range of BMP signaling is effective for AT2 self-renewal in the organoid assay. In addition, BMP signaling in AT2s is required for their efficient differentiation into AT1s.

### *In vivo*, enhanced BMP signaling in Pdgfrα^+^ cells but not in AT2s reduces AT2 proliferation following PNX

To examine the effect of gain or loss of BMP signaling on AT2 proliferation during alveolar regrowth *in vivo*, AT2^CTRL^, AT2^CAB^, AT2^Bmpr1afx/+^ and AT2^Bmpr1afx/fx^ mice were pretreated with Tmx 2 weeks before PNX. Given the strong effect of enhanced BMP signaling on the CFE of isolated AT2s *in vitro* (Figs 2A and 3B), we hypothesized that constitutively active BMP signaling in AT2s *in vivo* would lead to a decrease in the number of EdU^+^ AT2s at day 7 post-PNX. Surprisingly, at day 7 post-PNX, the number of EdU^+^ lineage-labeled AT2s was not significantly changed between AT2^CAB^ and AT2^CTRL^ lungs, and in both cases there was a similar increase compared with sham-operated controls (Fig. 4B,E). Likewise, we found no significant differences in the percentage of EdU^+^ lineage-labeled AT2s in the AT2^Bmpr1afx/fx^ lungs compared with AT2^Bmpr1afx/+^ (Fig. 4C,F).

**Fig. 4.**
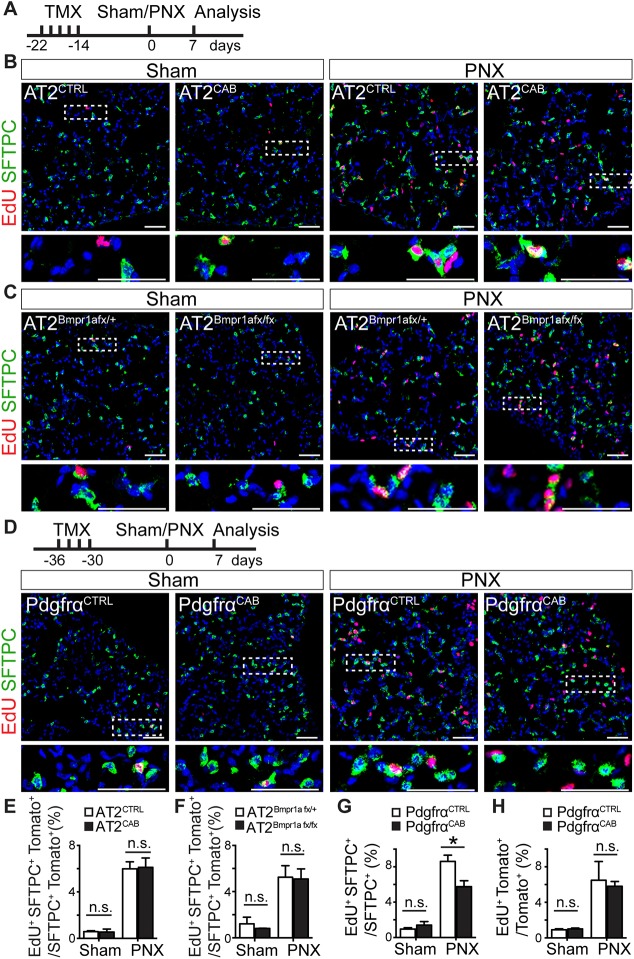
**Manipulating BMP signaling in Pdgfrα^+^ cells, but not in AT2s, reduces AT2 proliferation *in vivo* post-PNX.** (A) Tmx was used to lineage label and conditionally activate or delete Bmpr1a in AT2s or Pdgfrα^+^ cells. After an interval, PNX or sham surgery was performed and 7 days later mice were given a 3 h pulse of EdU. (B-D) Immunofluorescence of lung sections was then used to calculate the percentage of EdU^+^ lineage-labeled SFTPC^+^ AT2s (lineage labeling is not shown) and Pdgfrα^+^ cells. Lower panels are higher magnifications of boxed areas in the panels above. (E,F) Analysis revealed no difference in proliferation between AT2^CAB^ and AT2^CTRL^ cells and AT2^Bmpr1afx/+^ and AT2^Bmpr1afx/fx^ cells. (D,G) By contrast, activation of Bmpr1a in Pdgfrα^+^ cells led to reduced proliferation of AT2s in Pdgfrα^CAB^ versus Pdgfrα^CTRL^ lungs. (H) There is no difference in proliferation of stromal cells in Pdgfrα^CTRL^ and Pdgfrα^CAB^ lungs. For all experiments, *n*≥3 animals/group. Data are mean±s.e.m. n.s., not mentioned. *P<0.05. n.s., not significant. Scale bars: 50 μm.

We next asked whether activating BMP signaling in Pdgfrα^+^ cells, by pretreating *Pdgfrα-CreER^T2^; Rosa26-tdTomato/Rosa26-caBmpr1a* mice with Tmx, would have an effect on AT2 proliferation after PNX. In Pdgfrα^CTRL^ mice, 8.6±0.7% of SFTPC^+^ cells were EdU^+^ at 7 days post-PNX. This number was reduced to 5.5±0.6% in Pdgfrα^CAB^ lungs (Fig. 4D,G). Significantly, there was no change in the EdU labeling of Pdgfrα^CAB^ cells compared with Pdgfrα^CTRL^, suggesting that the reduced AT2 proliferation is independent of stromal proliferation (Fig. 4H, Fig. S7).

### BMP signaling in AT2s *in vivo* regulates their differentiation into AT1cells

During alveolar regeneration in response to PNX, AT2s both proliferate and give rise to AT1s (Fig. S3) (Lechner et al., 2017; Liu et al., 2016), the majority of which are pSmad1/5/8 positive at steady state (Fig. 1A). We therefore examined the effects of enhanced BMP signaling on AT2 to AT1 differentiation in AT2^CAB^ versus AT2^CTRL^ lungs after PNX (Fig. 5A). SFTPC and LAMP3, a component of lamellar bodies, were used to mark AT2s, while HOPX identified AT1s. By 7 days post-PNX, 5.5±1.2% of lineage-traced AT2s in control lungs lost expression of an AT2 marker and had differentiated into AT1s, as judged by immunofluorescence analysis for HOPX (Fig. 5B). Significantly, AT2^CAB^ gave rise to more AT1s (11.9±0.9%) at this time (Fig. 5D), a result consistent with our observations in organoid cultures. However, this difference was no longer apparent at day 21 (Fig. 5D).

**Fig. 5.**
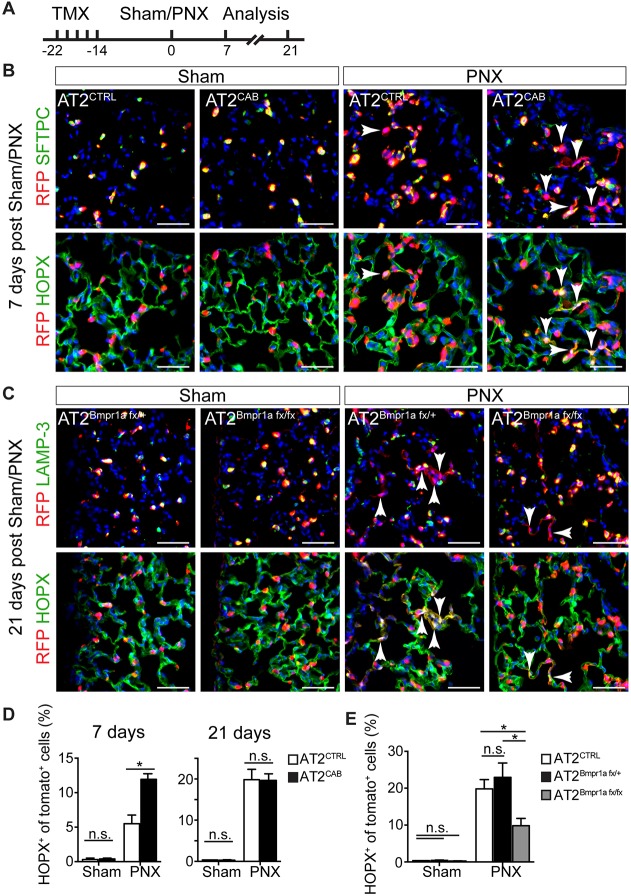
**BMP signaling is required for AT1 differentiation.** (A) Tmx was used to lineage label and conditionally activate or delete Bmpr1a in AT2s. After 14 days, PNX or sham surgery was performed and 7 or 21 days later lungs were harvested and analyzed by immunofluorescence for lineage label (using an antibody to RFP), SFTPC or LAMP-3 (AT2 markers), and HOPX (an AT1 marker). (B) Top panels show expression of lineage label and SFTPC at 7 days post sham surgery or post-PNX in control lungs and lungs in which Bmpr1a was constitutively activated. Bottom panels are the same views exposed to show lineage trace and HOPX. Arrowheads indicate cells losing an AT2 marker and gaining AT1 expression and elongating morphology. (D) Quantification shows that, at 7 days post-PNX, twofold more lineage-labeled AT2^CAB^ cells had given rise to AT1s compared with AT2^CTRL^. However, at 21 days there was no significant difference. (C) Immunohistochemistry 21 days post-PNX of AT2^Bmpr1afx/+^ and AT2^Bmpr1afx/fx^ lungs for RFP (lineage label), LAMP3 and HOPX. (E) Fewer AT1s were derived from AT2^Bmpr1afx/fx^ than from AT2^Bmpr1afx/+^ and AT2^CTRL^. For all experiments, *n*≥3 animals/group. Data are mean±s.e.m. *P<0.05. n.s., not significant. Scale bars: 50 μm.

To further investigate the role of BMP signaling in AT1 differentiation, we then pretreated AT2^Bmpr1afx/+^ and AT2^Bmpr1afx/fx^ mice with Tmx and analyzed lungs 21 days after PNX. While 22.9±3.9% of lineage-labeled AT2^Bmpr1afx/+^ cells gave rise to AT1s (LAMP-3^−^ HOPX^+^), loss of *Bmpr1a* in AT2^Bmpr1afx/fx^ resulted in a significant decrease in AT1 differentiation (9.6±2.7%) (Fig. 5C,E). The phenotype of reduced AT1 differentiation is consistent with the results seen in the organoid assay after treatment with BMP antagonists and downregulating *Bmpr1a* (Figs 2D and 3D).

## DISCUSSION

A number of studies in mammalian systems have shown that canonical BMP signaling plays complex and differential roles in progenitor cell proliferation and differentiation in tissues such as the epidermis, hair follicles and intestine (Arenkiel et al., 2011; Genander et al., 2014; Haramis et al., 2004; He et al., 2004; Hsu et al., 2014; Lewis et al., 2014). In adult mouse trachea undergoing repair after deletion of luminal cells, BMP signaling inhibits the proliferation of basal stem cells but has no effect on their differentiation into ciliated versus secretory lineages. Moreover, it appears that upregulation of BMP antagonists plays a key role in regulating the stem cell niche (Tadokoro et al., 2016). Here, we present evidence for dynamic changes in BMP signaling during the regrowth of the distal gas-exchange region of the lung following PNX. In this model, formation of new alveoli involves the proliferation and differentiation of AT2s, with about 20% of lineage-labeled AT2 cells generating AT1 cells over 21 days (Fig. S3). In the quiescent adult lung, where there is little cell turnover, immunohistochemistry for nuclear pSmad1/5/8 clearly shows that BMP signaling is active in the majority of AT2s and AT1s, as well as in about half of the Pdgfrα^+^ TASCs located adjacent to AT2s (Fig. 1). Significantly, this active signaling is transiently reduced in both AT2s and TASCs early post-PNX, subsequently returning to previous levels (Fig. 1B,C). This decline appears to be mediated by changes in the transcription of genes encoding some BMP ligands, but significantly also BMP receptors and BMP antagonists (Fig. 1D). Changes in multiple BMP signaling components is a common feature of other examples of tissue remodeling, including the mouse trachea (Hsu et al., 2014; Kosinski et al., 2007; Oshimori and Fuchs, 2012; Tadokoro et al., 2016). Taken together, our findings support the model summarized in Fig. 6. According to this model, BMP signaling in AT2s helps to maintain their quiescence and identity at steady state. A transient decline in pSmad1/5/8 in AT2s early in the post-PNX regrowth phase enables them to transition to a more labile or permissive state in which they can respond to proliferative and differentiation signals. In this state, BMP signaling increases their propensity to differentiate into AT1s.

**Fig. 6.**
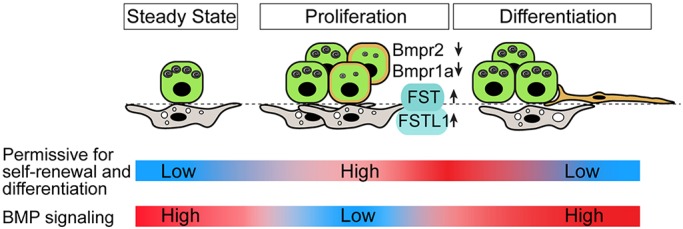
**Schematic model for the role of BMP signaling in the alveolar niche before and after PNX.** At steady state, pSmad1/5/8-dependent signaling is high in the alveolar niche. This helps to maintain the quiescence and identity of AT2s. Following PNX there is a transient decrease in BMP signaling in the lung, with reduced levels of pSmad1/5/8 protein in the nuclei of AT2s and adjacent Pdgfrα^+^ TASCs. This decrease is mediated mostly by changes in the expression of genes encoding BMP receptors and BMP antagonists. We suggest that the reduced BMP signaling primes or permits individual AT2s to be able to respond to trophic and proliferative signals in the niche, including those produced by adjacent TASCs. According to the signals they receive, they may either self-renew or differentiate (e.g. give rise to two AT2s, two AT1s, or one AT2 and one AT1). As remodeling continues, pSmad1/5/8 expression increases in AT2s and this promotes their propensity to differentiate into pSmad1/5/8^+^ AT1s.

Initial support for our model came from organoid experiments in which isolated AT2s are grown in 3D in the presence of Pdgfrα^+^ fibroblasts that, together with components of the culture medium, provide trophic support for AT2 self-renewal and differentiation into AT1s. In this assay, the formation of organoids more than 45 μm in diameter depends on a balance between AT2 survival, proliferation and differentiation; signals promoting early AT1 differentiation will likely inhibit CFE as the pool of AT2 cells is quickly exhausted. In organoid cultures, either activating or inhibiting BMP signaling in AT2s using constitutively active *Bmpr1a* or floxed null alleles leads to an attenuated CFE (Fig. 3B,D), indicating that either too much or too little BMP signaling can disrupt colony formation. On the other hand, in those organoids that do reach a scorable size, reduced BMP signaling clearly inhibits AT2 to AT1 differentiation, whereas increased BMP signaling promotes AT1 differentiation.

Given our initial results with organoid assays, it was surprising that manipulation of Bmpr1a-dependent signaling in AT2s *in vivo*, using the same inducible constitutively active *Bmpr1a* allele or *Bmpr1a* floxed null allele, did not apparently affect AT2 proliferation after PNX (Fig. 4). One possible explanation is that the multiple signaling pathways acting *in vivo* after PNX can override or modulate the genetically induced increases or decreases in Bmpr1a signaling, at least in relation to cell proliferation. Such parallel pathways acting in AT2s might include mechanical tension, and factors released by activated macrophages and endothelial cells (Ding et al., 2011; Lechner et al., 2017; Liu et al., 2016; Rafii et al., 2015). Nevertheless, *in vivo* genetic modulation of BMP signaling in AT2s does affect their differentiation; loss of Bmpr1a in cells homozygous for the floxed alleles results in fewer AT1s, whereas activation of signaling in AT2^CAB^ cells accelerates their differentiation into AT1s at 7 days post-PNX (Fig. 5B,D). The fact that no excess conversion of AT2s to AT1s is seen at 21 days suggests that only a fixed level of conversion is needed to restore lung homeostasis after PNX.

In the future, we need to know more about the mechanisms by which BMP signaling enhances the propensity of AT2s to differentiate into AT1s and how the BMP pathway interacts with other pathways affecting self-renewal versus differentiation. Recent experiments have indicated that canonical WNT signaling in AT2s inhibits AT1 fate choice (Frank et al., 2016; Nabhan et al., 2018), pointing to opposing effects between the two pathways. Such antagonistic BMP/WNT effects have been described in various other progenitors and stem cell niches, including intestinal stem cells, hair follicles and cardiomyoblasts (Genander et al., 2014; Jain et al., 2015b; Takeda et al., 2011). Studies with AT2s in culture have also suggested that there is antagonism between BMP and TGFβ signaling, with the latter promoting AT1 differentiation (Zhao et al., 2013). Although our results with BMP signaling do not support their model, it is of interest that AT2^CAB^ cells upregulate *Tgfb1* expression about twofold, along with several genes that are expressed in AT1 cells. 

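*Tgfb1* lies on chromosome 7 of mm10 from 25687002 to 25704996, on the forward strand. It had 44.7, 44.5 and 43.6 CPM in the 3 AT2 CTRL libraries and 83.9, 90.0 and 109.6 CPM in the 3 AT2 CAB libraries. The group means were 44.2 ± 0.602 and 94.5 ± 13.4 CPM (SD, n = 3), a 2.14-fold difference. The log2 fold change was 1.10 (standard error 0.13, adjusted p = 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it was 1.09, with an adjusted p of 0.0629 from edgeR's test. It was 1.02 in the 4 libraries without reads on Y-linked genes (adjusted p = 0.00887 from edgeR's test), and the log2 ratio between the single libraries of the remaining pair was 1.29. With each library left out in turn, it stayed between 1.01 and 1.20, with adjusted p-values from 0.0217 to 0.13 in edgeR's test. A hand-written list of 12 TGFβ target genes had a mean log2 fold change of 0.39. Its adjusted p from camera was 0.00485 with the fixed correlation, 0.362 with the estimated one and 0.000962 with the replicate block. In the 4 libraries without reads on Y-linked genes its mean was 0.20 (adjusted p = 0.0397 from camera). One member, *Smad7* (1.33), is also on the BMP target list, so the rise of this list is not separate from that of the BMP targets. For 14 tested WNT target genes the mean was 0.11 (adjusted p = 0.889 from camera, and 0.979 with the replicate block). In the 4 libraries without reads on Y-linked genes it was 0.029 (adjusted p = 0.504 from camera). The mean covers members in both directions, with 9 of the 14 higher and 5 lower. *Sp5*, singled out after its value was seen, had a log2 fold change of -0.999. Its adjusted p was 0.0934 from edgeR's test and 0.000208 from DESeq2. The 3 AT2 CAB values of *Sp5* were all below the 3 AT2 CTRL values. For *Notum* (0.41, also singled out after its value was seen) they were all above. Adjusted over the list alone, 1 member (*Sp5*) was lower and 0 were higher.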

Finally, during cardiomyogenesis, active pSmad1/5/8 complexes physically interact with HOPX to repress the WNT pathway (Jain et al., 2015b). The fact that HOPX is highly enriched in AT1s raises the possibility that BMP drives AT1 differentiation through HOPX-mediated mechanisms.

One new observation reported here is that soon after lineage-labeled AT2 cells are placed in 3D culture, they co-express genes typically associated with AT2s (*Sftpc*) and AT1s (*Ager*), and this co-expression continues for up to 10 days (Fig. S8). We speculate that this phenotype is associated with the ‘priming’ or increased plasticity of AT2s proposed in our model (Fig. 6). *In vivo*, at steady state, fewer than 1% of AT2 cells are dual positive, but this value increases to 20% at day 7 post-PNX (Fig. S8). Future studies will need to test the functional significance of the dual positive phenotype.

Finally, another novel finding from our studies both *in vitro* and *in vivo* is that constitutive activation of BMP signaling in Pdgfrα^+^ mesenchymal cells inhibits their ability to support AT2 self-renewal both *in vivo* and *in vitro* (Figs 3C and 4D). This likely contributes to the lower CFE of AT2s in the organoid assay in the presence of BMP4 ligand (Figs 2A and 3C). Recent studies have presented evidence that *in vivo* there are at least two populations of stromal cells in the alveolar niche, only one of which, mesenchymal alveolar niche cells (MANCs), promotes *in vitro* alveolar organoid growth (Zepp et al., 2017). Using single-cell RNA-seq analysis, Zepp et al. identified a BMP antagonist, *Grem2*, as one of the regulators secreted by MANCs but not by other mesenchymal populations. By contrast, our data show that the transcription of *Grem2* does not change in Pdgfrα^+^ stromal cells post-PNX (Fig. 1D), but rather indicate that FSTL1 and FST are the major antagonists regulating BMP signaling, at least in the PNX model. Further experiments are required to localize transcripts and protein for the multiple BMP ligands and antagonists at the single-cell level in alveoli at different times during the regrowth process. In addition, it will be important to clarify whether the Axin2^+^ stromal cells identified by Zepp et al. are identical to the Pdgfrα^+^ cells adjacent to AT2s that we have here termed TASCs. These cells have a very characteristic morphology, with extended processes (Fig. S1 and Movie 1). Fibroblasts that appear to have a similar morphology and to make contact with AT2s, AT1 and endothelial cells have been described in the human lung (Sirianni et al., 2003).

## MATERIALS AND METHODS

### Mice

To generate *Ager-H2b:Venus* mice, a DNA fragment containing 8 kb upstream of the first coding exon and exons 2-7 were retrieved from a BAC clone (bMQ174, Source BioScience) and recombined into the vector pL25B upstream of a HSV-TK cassette for negative selection. A cassette encoding H2b:Venus fusion protein followed by polyA (kindly provided by Dr Anna-Katerina Hadjantonakis, Sloan Kettering Cancer Center) and a neo cassette flanked with FRT sites were recombined into the start codon. The construct was electroporated into G4 (C57BL/6Ncr×129S6/SvEvTac) hybrid ES cells. Two clones were injected into C57BL/6 blastocysts. Mice were bred to 129S4-Gt(ROSA)26Sor^tm2(FLP*)Sor^/J to remove the neo cassette. *Ager-H2b:Venus* mice are maintained on a C57BL/6 background.

A similar strategy was used to generate the *Pdgfrα-CreER^T2^* ‘knock-in’ allele. A CreER^T2^ poly-A cassette and a FRT-flanked neo cassette were recombined into the start codon of Pdgfrα (BAC clone: bMQ123p11, Source BioScience). The construct was electroporated into TL1 (129S6/SvEvTac) ES cells and these were injected into C57BL/6 blastocysts. The neo cassette was removed. *Pdgfrα-CreER^T2^* mice were maintained on a C57BL/6 background.

*Sftpctm1(cre/ERT)Blh* (*Sftpc-CreER^T2^*) (Rock et al., 2011), *Rosa26-CAG-lsl-tdTomato* (Arenkiel et al., 2011), *Rosa26-CAG-lsl-caBmpr1a* (Rodriguez et al., 2010), *Bmpr1a flox* (Mishina et al., 2002) and *Pdgfra^tm11(EGFP)Sor^* (*Pdgfra-H2b:GFP*) (Hamilton et al., 2003) were maintained on a C57BL/6 background. All experiments were performed according to IACUC-approved protocols.

### Pneumonectomy

Procedures were performed as previously described (Lechner et al., 2017). Briefly, mice were anesthetized with 2% isofluorane and intubated using a Harvard mini-vent ventilator with 200 µl stroke volume at 200 strokes per minute. The left pulmonary vasculature and bronchus were ligated with a titanium clip and the left lobe was removed. After closing the ribs, an angiocath was inserted to remove air to re-establish negative pressure. Mice were disconnected from the ventilator when autonomous breathing recovered. Sham animals underwent the same procedures without removing the left lobe.

### Lung dissociation and FACS

Lungs were inflated intratracheally with 1-1.5 ml of protease solution containing collagenase type I (450 U/ml; Gibco #17100-017), elastase (4 U/ml; Worthington Biochemical Corporation #LS002279), dispase (5 U/ml; BD Biosciences #354235) and DNaseI (0.33 U/ml) in DMEM/F12. Lung lobes were separated, cut into small pieces and incubated with 3 ml protease solution for 30 min at 37°C with frequent agitation. Equal amounts of media containing 10% FBS was added to the tissue suspension and then filtered through a 100 µm strainer. The cell pellet was then resuspended and incubated with 2 ml of red blood cell lysis buffer (eBioscience) for 2 min at room temperature. The cell suspension was washed with 10% FBS, filtered through a 40 µm strainer, centrifuged and resuspended in DMEM/F12+2% BSA. Sorting was performed using a FACS Vantage SE.

### Organoid culture

FACS sorted cells were resuspended in MTEC/Plus media and mixed 1:1 with growth factor-reduced Matrigel (BD Biosciences #356230). MTEC/Plus:Matrigel (90 µl) containing 5×10^3^ AT2s and 5×10^4^ stromal cells was seeded in individual 24-well 0.4 µm Transwell inserts (Falcon). MTEC/Plus (500 µl) was placed in the lower chamber and media was changed every other day. Spheres were counted and fixed on day 14. Recombinant proteins were purchased from R&D systems and used as follows: BMP2 (50 ng/ml), BMP4 (50 ng/ml), FST (500 ng/ml), FSTL1 (500 ng/ml) and Noggin (1000 ng/ml). Each condition was tested in at least three wells and each experiment was repeated at least three times.

### Histology and immunofluorescence analysis

Lungs were inflated with 4% paraformaldehyde to 25 cm H_2_O pressure for 10 min and then removed and submerged in 4% paraformaldehyde in PBS for 4 h at 4°C. For tissues used for phospho-Smad1/5/8 detection, PhosStop (Roche 4906845001) was added to the fixative. Tissue was dehydrated, embedded in paraffin and sectioned at 7 µm. Tissue sections underwent 10 mM sodium citrate antigen retrieval and were blocked with 3% BSA, 10% donkey serum and 0.1% Triton X-100 for 1 h at room temperature. Primary antibodies diluted in block were applied and incubated overnight at 4°C. Tissue sections were washed with PBS and fluorophore-conjugated secondary antibodies were diluted at 1:500 and incubated for 1 h at room temperature. For phospho-Smad1/5/8 staining, HRP-conjugated secondary antibody (1:1000) and TSA detection system were used (PerkinElmer, NEL744001KT). Primary antibodies were as follows: LAMP-3/CD208 (Dendritics, DDX0191, 1:200), endomucin (Santa Cruz, sc-65495, 1:250), GFP (Aves lab, GFP-1020, 1:500), HOPX (Santa Cruz, sc-398703, 1:50), RFP (Rockland, 600401379, 1:250), PDGFRβ (Cell Signaling, 3169, 1:100), RAGE/AGER (R&D, MAB1179, 1:200), SFTPC (Millipore, ab3786, 1:500; Santa Cruz, SC-7706, 1:100), phospho-Smad1/5/8 (Millipore, AB3848-I, 1:250; Cell Signaling, 9511). Images were obtained using Zeiss LSM 710, LSM 780 and Imager AxioCam microscopes.

### Quantification and statistics

For quantification, two well-separated longitudinal sections per accessary lobe were imaged and the whole areas were analyzed using ImageJ. *n*≥3 animals/experiment. Sections of organoids (≥10 organoids/transwell) were analyzed after immunohistochemistry. The quantification values of triplicate wells were averaged and plotted using Prism software. Statistical analysis was performed using unpaired, two-tailed, Student's *t*-test between groups. Values on graphs are shown as mean±s.e.m.

### Quantitative RT-PCR

Total RNA was extracted from FACS-sorted lineage-labeled AT2s and Pdgfra-H2b:GFP cells using Direct-zol RNA MiniPrep Kit (Zymo Research). cDNA was synthesized using SuperScript VILO kit (Invitrogen). qPCR was performed with iQ SYBR Green Supermix (Bio-Rad) and StepOne Plus system (Applied Biosystems). The mRNA levels of target genes were normalized to *Gapdh*. Primer sequences are in Table S1.

### RNA sequencing and analysis

Total RNA was extracted from FACS-sorted lineage-labeled AT2^CTRL^ and AT2^CAB^ cells using Direct-zol RNA MiniPrep Kit (Zymo Research) and mRNA was enriched from 200 ng of each total RNA using NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs). Libraries were prepared using NEBNext Ultra II RNA Library Prep Kit for Illumina (New England BioLabs). Paired-end sequencing (150 bp for each read) was performed using HiSeq X with the depth of 24 million reads for each sample. The quality of sequenced reads was assessed using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/). PolyA/T tails were trimmed using PRINSEQ (Schmieder and Edwards, 2011). Adaptor sequences were trimmed and shorter reads than 24 bp were dropped using Trimmomatic (Bolger et al., 2014). Reads were mapped to the mouse reference genome (mm10) using Hisat2 (Kim et al., 2015) with default setting. Duplicate reads were removed using the markdup option of SAMtools (Li et al., 2009). Fragment numbers were counted using the featureCounts option of SUBREAD (Liao et al., 2014). Normalization and extraction of differentially expressed genes (DEGs) between AT2^CTRL^ and AT2^CAB^ were performed using an R package, DESeq2 (Love et al., 2014). Heatmaps were generated using Shinyheatmap (Khomtchouk et al., 2017). The RNA-seq data have been deposited in GEO under accession number GSE112431.

### Western blot

Protein extracts were collected from accessory lobes. Equal amounts of proteins were separated by SDS-PAGE and transferred to polyvinylidene fluoride membranes. Membranes were blocked for 1 h with 5% BSA in TBST (0.1% Tween 20) and then incubated with phospho-Smad1/5/8 antibody (Cell Signaling, 13820, 1:1000) and β-actin antibody (Abcam, ab8226, 1:2000) overnight at 4°C. Membranes were washed with TBST and then incubated with HRP-conjugated secondary antibodies (Jackson ImmunoResearch, 711-035-152, 715-035-151 1:10,000). Protein blots were analyzed with the ECL detection system (FEMTOMAX-110, Rockland Immunochemicals).

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

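RNA from sorted, lineage-labeled AT2 CTRL and AT2 CAB cells was sequenced, with 3 mice in each of 2 groups. The authors deposited one table of raw read counts for 24421 genes and 6 libraries, made by trimming, alignment to mm10 with Hisat2, removal of duplicate reads and counting on genes with featureCounts, without normalization. The counting did not use strand and left out reads on overlapping genes, so genes that overlap others are undercounted, and reads of close paralogs can be split or lost. Since mates appear to have been counted separately, a read pair can count as 2, which overstates the precision of low counts. Each library had between 21554249 and 28440227 counts, with a median of 24490233 in AT2 CTRL and 24716504 in AT2 CAB. Every pair of libraries of one group differed by more than counting noise, so all 6 were kept as separate samples. The group and replicate number of each library were taken from the sample labels. The pairing tested as a block comes from those replicate numbers only, which belong to different mice. The labels name another kit of the same maker for the RNA than the methods do, and give the ages of the mice.

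Differences between groups were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, default expression filter with a minimum count of 10, quasi-likelihood test, Benjamini-Hochberg adjustment). The standard error of a log2 fold change is its size divided by the square root of the F statistic. The methods of the paper name DESeq2, and its text does not give the threshold on the p-value for the sequencing (the statistics paragraph names a test for the graphs). edgeR was the main test here, and DESeq2 1.42.0 with default settings was set as an alternative before the data were examined. Genes were called at an adjusted p under 0.05 and a log2 fold change over 1 in either direction. On simulated counts with 200 genes changed by a log2 of 2, over 5 draws, edgeR recovered 80.1% of the changed genes and 4.24% of its calls were false, in at least 16349 tested genes. DESeq2 recovered 82.2% with 12.1% false calls. Limma-voom (limma 3.58.1) recovered 79.1% with 4.74% false calls. These rates count calls at an adjusted p under 0.05 without the fold threshold. A further 30 genes, changed by a log2 of 0.5, were not counted as false.

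Lists of marker and target genes, 13 in all, were written by hand before the data were examined and tested with edgeR's camera (fixed correlation between genes of 0.01), adjusted over the 13 lists. The AT1 and AT2 lists cited by the paper were not used here. The genes named in the text are those the paper names, members of the AT1, AT2 and BMP target lists that passed both thresholds, and up to 10 genes with the largest log2 fold change in each direction among the genes that passed both thresholds with all AT2 CAB values on one side of all AT2 CTRL values. Genes named outside this rule are marked as chosen after their values were seen. *Grem1* and *Nog* did not pass the expression filter.

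Coordinates are those of the deposited table on mm10. Gene GC content was computed from GENCODE M21 transcripts for 98.5% of the genes. The alternatives were other normalizations, filters, tests and thresholds, the replicate number as a block, age as a covariate, offsets for gene length and GC content, and each library left out in turn. Alternatives chosen after seeing the data were a covariate for reads on Y-linked genes, subsets of 4 libraries, halved counts, scaling by library size only, lists without their called members and another filtering level in DESeq2. The median log2 fold change of all tested genes was -0.0096 with TMM, 0.017 with DESeq2's size factors, 0.064 with upper-quartile scaling and 0.12 with library size only, so log2 fold changes under the last are shifted upward by about that much.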

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

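Of the tests in this part, those on genes of the sex chromosomes, RNA from other cells, RNA from stromal cells and chemoreceptor genes were chosen only after the result, or values close to it, had been seen.

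Several genes that the paper's text does not name (its supplementary figure on the sequencing was not used here) rose above the level of every control library. The log2 fold change was 7.37 for *Tcerg1l*, 6.67 for *Fam19a4*, 5.80 for *Cacna1g*, 4.81 for *Susd2* and 4.58 for *Id3*. It was 4.35 for *Tmem91*, 4.10 for *Atoh8*, 3.87 for *Tmem54* and 3.69 for *Ihh*. The control group of *Fam19a4* was at the counting floor, so its rise was at least 37.2-fold by the AT2 CAB mean. *Rerg* (-1.25) and *Atp6v0a4* (-1.18) fell below every control library. *Id3* and *Atoh8* are on the list of BMP targets written before the data were examined. GC content and gene length leave these calls largely in place, since 94.7% of the 38 genes called higher were called again after a GC offset and 100% after a gene length offset. RNA from other cells is a candidate explanation for part of the rise, with evidence on both sides. Of 4 lists of markers of other cells, 3 (endothelial, immune and airway) were also higher past an adjusted p of 0.05 in edgeR's camera test, but by means of 0.55, 0.62 and 0.36, far less than the rises named above. Single members rose more (*S100a8* of the immune list by 1.47, adjusted p = 0.648 from edgeR's test, singled out after its value was seen), and cell types without a list were not tested, so the means do not settle which rises it could explain. The airway list contains *Tppp3* (1.85, singled out after its value was seen), itself among the 38 genes, and without it, a setting chosen after seeing the data, its mean was 0.15 (adjusted p = 0.889 from camera). The erythroid list had 1 tested gene, so it cannot inform. The order of the AT2 CAB libraries, looked at after the values were seen, speaks against immune cells as the source of most calls. Of 16 immune markers, 15 were highest in AT2 CAB replicate 1, where 37 of the 38 genes called higher were lowest. The other lists went the other way, with 9 of 12 endothelial, 7 of 12 mesenchymal and 6 of 8 airway markers lowest in replicate 1. The low end of the order therefore does not speak against those cells. No member of the endothelial, immune and mesenchymal lists was among the 119 genes called higher by DESeq2. These lists hold only 12, 16 and 12 of 22262 genes, so their absence is likely in any case and cannot decide. The mesenchymal list, which is not among the 4, was also higher (0.49). The median change of this stromal list was 0.251 times that of 5 matrix genes among the calls, but those genes were picked because they were called, so this ratio cannot decide. Beyond these, no explanation was tested for the large rises of genes that are not on the BMP target list.

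Lists of genes that the paper's text does not discuss as groups also moved. The mean log2 fold change was 0.55 for endothelial, 0.62 for immune, 0.49 for mesenchymal, 0.36 for airway and 0.45 for transitional cell markers, and -0.40 for proliferation genes (adjusted p = 6.01e-06, 0.0206, 7.33e-08, 0.034, 0.023 and 0.000475 from edgeR's camera test with its fixed correlation). Of their members 11 of 12, 14 of 16, 12 of 12, 5 of 8 and 10 of 14 were higher, and 19 of 20 proliferation genes were lower. With the correlation between genes estimated from the libraries, none of these 6 lists passed, with adjusted p-values of 0.443, 0.553, 0.166, 0.517, 0.553 and 0.517. The immune and airway lists also did not pass with library size only (adjusted p = 0.0597 and 0.0545 from camera), nor the airway and transitional cell lists in the 4 libraries without reads on Y-linked genes (0.0814 and 0.389 from camera), nor the airway list with a covariate for reads on Y-linked genes (0.0523 from camera), all 3 settings chosen after seeing the data. With the replicate number as a block, set before the data were examined, the immune list did not pass (0.0558 from camera). The endothelial, immune and mesenchymal shifts are larger than the 0.23 of the AT1 list. The median of each lay above that of all or nearly all of 10000 random lists of the same size matched on mean expression. Each was at percentile 100, but so was the AT1 list, so this measure does not set them apart from it. A rise of lowly expressed genes in general does not account for the endothelial, immune and mesenchymal shifts, because their random lists had medians of -0.080, 0.095 and -0.067. A larger share of RNA from other cells in the AT2 CAB libraries may contribute, as the endothelial, immune and mesenchymal lists rose (the airway list rose through 1 gene), the mesenchymal list also with the replicate block, in the 4 libraries and with library size only (adjusted p = 2.1e-09, 6.03e-08 and 1.8e-09 from camera), and the AT1 shift cannot be told apart from it.

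The 2 libraries with reads on Y-linked genes, 1 of each group, differed from the other 4 in 2493 genes at an adjusted p under 0.05 (edgeR, with the group as a covariate), 1192 higher and 1301 lower, of which 81 lie on the X or Y chromosome. Genes on the sex chromosomes alone are not the source, because without them the first principal component still set the 2 libraries apart, by 28.3% of its range. Of the called genes, 89.8% were called again after a GC offset and 72.4% after a gene length offset. Time of day of collection is a candidate explanation. All 8 clock genes not looked at before the test moved in the direction predicted from *Nr1d1* and its partners (binomial test, one-sided, p = 0.00391, which treats co-regulated genes as independent, so it overstates the evidence), and 5 of them passed an adjusted p of 0.05 in edgeR's test. RNA from other cells remains as well, since 2 of 4 lists (endothelial and immune) passed in this contrast, both lower. Other lists passed as well: 14 of 17 dissociation response genes were higher (mean log2 fold change 0.36, adjusted p = 0.000138 from camera), as were 13 of 15 transitional cell markers (0.68, adjusted p = 0.000138 from camera), while only 7 of 30 AT2 markers were higher (-0.28, adjusted p = 0.000742 from camera). The rise of the dissociation response genes, noticed after the values were seen, leaves the handling of the tissue open as a source. Reads outside mature transcripts of these cells remain too, with a share of chemoreceptor reads in the lower of the 2 libraries 1.13 times that in the highest of the other 4. Sex, time of day and any shared handling of these 2 mice cannot be separated. Each group holds 1 of the 2 libraries, but they differ in degree, with -36.7 for AT2 CTRL replicate 1 and -73.5 for AT2 CAB replicate 3 on the first principal component, so the difference need not cancel between the groups.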

How the results depend on the processing

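Alternatives were set before the data were examined, except where a sentence says that they were chosen after seeing the data.

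Against 38 higher and 2 lower in edgeR, DESeq2 called 119 and 25, DESeq2 with its normal prior 73 and 8, limma-voom 25 and 1, and DESeq2 at an adjusted p under 0.1 called 130 and 33. The fold change alone gave 710 and 85, an unadjusted p under 0.05 gave 277 and 59, an adjusted p under 0.01 gave 8 and 0, and a test against a fold of 2 (glmTreat) gave 8 and 0. At an adjusted p under 0.1 there were 4 lower genes. The number of lower genes was also 1 with upper-quartile scaling, 5 without a filter, 1 with at least 10 counts in every library, 5 with the replicate block (6 with a gene length offset and the block, 5 with a GC offset and the block) and 1 with age as a covariate. Across the 6 fits that each left out 1 library, from 6 to 59 genes were higher and from 0 to 4 lower, and between 6 and 37 of the 38 genes were called again. Chosen after seeing the data, a covariate for reads on Y-linked genes gave 108 higher and 34 lower, that covariate in DESeq2 170 and 50, DESeq2 with a filtering level of 0.05 gave 124 and 25, the 4 libraries without reads on Y-linked genes gave 8 lower genes, the 4 libraries from mice of 12 weeks 0, and library size only 1. The cause was not tested, except that the common dispersion fell from 0.0787 to 0.0271 with the covariate for Y-linked reads. On simulated counts 12.1% of DESeq2's calls and 4.24% of edgeR's were false, at an adjusted p under 0.05 without a fold threshold. The 38 and 119 genes also needed a fold change over 2, so these rates cannot settle the difference between them. Looser error control in DESeq2 may account for part of that difference. Of DESeq2's calls, though, 97 of the 119 higher and 18 of the 25 lower were also called by edgeR with the covariate for Y-linked reads (chosen after seeing the data), so the variation between libraries with and without such reads may account for part of it as well. All 119 and 25 had groups that do not overlap. The counts were simulated with edgeR's dispersion trend, which favors edgeR in this comparison.

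The log2 fold change of *Tgfb1* stayed positive under all 27 alternatives, those chosen after seeing the data included, and past the threshold in 21 of them, with adjusted p-values from 4.39e-15 to 0.169. It was no longer past it with the replicate block (1.09), in 4 of the 6 fits that each left out 1 library (from 1.01 to 1.20 across the 6), and in the 4 libraries from mice of 12 weeks (1.17, chosen after seeing the data). The cause was not tested.

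The BMP target list kept its direction and stayed past the threshold in all 26 alternatives run for it, those chosen after seeing the data included, with adjusted p-values up to 0.0403. In 1 of these, chosen after seeing the data, the 5 members that are themselves called were left out, with a mean log2 fold change of 0.92 for the other 5. For the AT1, AT2, WNT target and TGFβ target lists 25 were run, and for the remaining lists only some of these. The WNT target list passed in none of them. The AT1 list stayed higher in all 25 and past the threshold in 20. With the correlation estimated from the libraries, or with the fry test, its mean log2 fold change of 0.23 no longer passed (adjusted p = 0.525 and 0.456), and across the 6 fits that each left out 1 library the mean ranged from 0.10 to 0.37, with 3 of them not passing. The AT2 list (-0.32) and the TGFβ target list (0.39) were also no longer past the threshold under those 2 set tests, and passed in the other 23. The cause was not tested, beyond what those 2 tests share, namely that they take the correlation between genes from the libraries.

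No AT1 marker gene was among the 38 genes called higher in edgeR. A list of 30 genes is so short that this is likely in any case and cannot decide. The share of AT1 markers was 0.840% with DESeq2, 0.769% with DESeq2 at an adjusted p under 0.1, 0.361% at an unadjusted p under 0.05, 0.141% with the fold change alone and 1.69% without AT2 CAB replicate 1. Chosen after seeing the data, the covariate for Y-linked reads gave 0.926%, that covariate in DESeq2 0.588% and DESeq2 with a filtering level of 0.05 gave 0.806%. None of these passed 0.05 in Fisher's exact test, and the share was 0% in the other alternatives. The share of AT2 markers among the genes called lower was 0% of 2 genes, too few calls to decide. It was 4.00% with DESeq2, 3.03% with DESeq2 at an adjusted p under 0.1, 6.78% at an unadjusted p under 0.05 and 4.71% with the fold change alone, each past 0.05 in Fisher's exact test. Chosen after seeing the data, the covariate for Y-linked reads gave 8.82%, that covariate in DESeq2 6.00% and DESeq2 with a filtering level of 0.05 gave 4.00%, each past 0.05 as well. The tests of DESeq2's calls count genes that it gave no adjusted p. Without those genes, a background chosen after seeing the data, p was 0.0535 for the 4.00% of DESeq2 and 0.07 for the 3.03%, which no longer pass, and 0.000146 with the covariate and 0.044 with a filtering level of 0.05. Where no gene was called lower, there was no share to compute.

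Genes whose log2 fold change is close to 0 changed sign. *Ager* (-0.019) was at 0.0014 with DESeq2, 0.0012 with DESeq2 with its prior, 0.0084 with limma-voom, 0.013 with DESeq2's size factors, 0.045 with upper-quartile scaling, 0.0035 with the stricter filter, 0.013 with the replicate block, 0.012 with a gene length offset, 0.024 with that offset with the block, and, chosen after seeing the data, 0.0081 with the covariate for Y-linked reads, 0.023 with that covariate in DESeq2, 0.0014 with DESeq2 with a filtering level of 0.05, 0.24 with the 4 libraries without Y-linked reads, 0.11 with library size only. *Bmpr1a* (-0.015) was at 0.010 with DESeq2's size factors, 0.054 with upper-quartile scaling, 0.0085 with the stricter filter, 0.057 with a GC offset, 0.049 with that offset with the block, and, chosen after seeing the data, 0.061 with the 4 libraries without Y-linked reads, 0.0019 with halved counts, 0.11 with library size only. *Sftpc* (-0.15) was at 0.039 in the 4 libraries without Y-linked reads, chosen after seeing the data. Across the 6 fits that each left out 1 library, *Ager* ranged from -0.18 to 0.19, *Bmpr1a* from -0.11 to 0.15 and *Sftpc* from -0.24 to 0.024. None of these 3 genes passed the threshold in any of the alternatives. For the other 17 named genes, 379 of 456 values under an alternative kept their direction and their side of the threshold, 69 were no longer past it and 8 passed it where the main value did not.

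With 3 libraries per group, an exact permutation test of one gene cannot reach a p below 0.1, and calls rest on the spread shared across genes. At these depths, *Fam19a4* (0, 0 and 3 counts) and *Tcerg1l* (0, 4 and 1 counts) were at or near the floor of 3 counts in AT2 CTRL, which leaves the size of their change open.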

Differences from the paper's values

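The paper's number of genes upregulated more than 2-fold is 119, against 38 here, and the paper's number of genes downregulated more than 2-fold is 25, against 2 here. Of the alternatives set before the data were examined, DESeq2 with its default settings at an adjusted p under 0.05 gave 119 and 25, and DESeq2 at an adjusted p under 0.1 gave 130 and 33, within 1.5 times the paper's values. None of the other alternatives set before the data were examined came within 1.5 times of either value. DESeq2 is the package that the paper's methods name. The choice made before the data were examined named DESeq2's default settings, but the filtering level (0.1, the package's default) was settled after a fit with a level of 0.05, which gave 124 and 25, had been seen. That fit, and edgeR with a covariate for reads on Y-linked genes (108 and 34), were chosen after seeing the values and are also within 1.5 times of both. DESeq2 with that covariate, likewise chosen after seeing the values, gave 170 and 50, within 1.5 times for the upregulated genes only.

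The paper states that AT2 CAB cells upregulate several genes expressed in AT1 cells. Of the 30 genes on the AT1 list used here, which is not the paper's list, none passed an adjusted p of 0.05 in edgeR and at an unadjusted p under 0.05 there were 4 higher and 2 lower. DESeq2 called 1 of them higher more than 2-fold (*Gramd2*) and 1 lower (*Cyp2b10*), both singled out after their values were seen. The edgeR result rests on a fit without the split between libraries with and without reads on Y-linked genes. With a covariate for reads on Y-linked genes, chosen after seeing the data, *Gramd2* (1.26) and *Krt7* (0.90) passed as higher and *Cyp2b10* (-1.33) as lower (adjusted p = 0.0469, 0.0392 and 0.0462 from edgeR's test), where *Krt7* too was singled out after its value was seen.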

Other observations

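Of the tests in this part, the splits of the libraries were chosen before their results were seen.

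The 6 libraries can be split into 3 and 3 in 10 ways, and 4 of these, the real one included, part all 3 pairs with the same replicate number. Of these 4 splits, 1 (the real one) gave as many as 40 genes past an adjusted p of 0.05 and a fold change of 2. The other 9 gave 0, though from 23 to 1332 genes had an unadjusted p under 0.05 and a fold change over 2, against 336 in the real split. A camera p as small as the real one came from 1 of the 4 splits for the AT1, AT2, BMP target and TGFβ target lists, and from 4 of the 4 for the WNT target list. A share of 1 of 4 is the smallest this design can give whatever the data, so these counts cannot decide whether a grouping by chance gives the same, for the results at 1 of 4. The other 6 splits keep at least 1 same-numbered pair together, and over all 10 splits 5 gave a p as small as the real one for the AT1 list, 2 for the TGFβ target list, and 1 each for the AT2 and BMP target lists. In 4 of the 10 splits both libraries with reads on Y-linked genes are on one side, and these gave 0 genes past both thresholds.

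*Bmpr1a* was not higher in the libraries labelled AT2 CAB, with 120 ± 12.9 CPM in AT2 CTRL and 119 ± 19.1 in AT2 CAB (SD, n = 3), while its targets rose. Whether the table counts transcripts of the *Rosa26-caBmpr1a* allele was not tested.

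Among the genes of the paper's qPCR in Fig. S5A, the sequencing gave log2 fold changes of 3.61 for *Id1*, 1.03 for *Id2* and 1.27 for *Smad6*. *Id1* and *Smad6* passed in edgeR (adjusted p = 0.0172 and 0.0431), and *Id2* did not (adjusted p = 0.138 in edgeR), although it was higher in all 3 AT2 CAB libraries than in each AT2 CTRL library. The adjusted p of *Id2* ranged from 1.24e-11 to 0.474 over its alternatives.

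Within AT2 CAB, replicate 1 had the lowest value for 37 of the 38 genes called higher, and replicate 3 the highest for 26 of them. *Id1*, for example, was at 124, 177 and 411 CPM in replicates 1, 2 and 3. These genes were selected on the same libraries, and no explanation was tested. The share of labeled cells without a recombined *Rosa26-caBmpr1a* allele, which the paper proposes for its organoids, was not measured for these libraries.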
